A study of Schizosaccharomyces pombe with 4 samples.

How the data were processed

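The 4 deposited files hold 1 line per aligned long read, from nuclear RNA of Schizosaccharomyces pombe. Per the labels, the authors removed polyadenylated RNA on oligo-dT beads, depleted ribosomal RNA, ligated a DNA adaptor to the 3′ ends, made cDNA with a template-switching kit and a low number of PCR cycles, and sequenced it on a Pacific Biosciences instrument. The deposited lines give the chromosome, start, end, strand and aligned blocks of a read with no normalisation, and the read names mark circular consensus reads. The deposited files are named as having had reads with poly(A) filtered out, and no label describes how. The score column of the deposited files, with no normalisation by the authors that the labels describe, is 40 in every line and gives no information about a read. The aligner, its version and the genome build are not stated. The adaptor carried random bases, but the deposited lines give no sequence, so PCR copies could not be removed by them.

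Reads were compared with the ASM294v3 assembly and its annotation, with 1-based coordinates. That build may not be the one the authors used. It was checked on the files: between 87.7% and 93.6% of the gaps in a library matched an annotated intron exactly, at both ends and on the read's strand. The annotation has 5113 protein-coding genes, of which 2443 have introns and 1341 at least 2, with 5186 introns of a median of 56 nt. Of these 5026 lie in coding sequence, 105 in 5′ UTRs and 55 in 3′ UTRs.

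A read was scored at an intron of a protein-coding gene on its strand if its span reached at least 10 nt past it on both sides. Other gaps inside that reach were counted as part of it. It was spliced if a gap had both ends within 5 nt of the annotated splice sites. It was unspliced if at least 90% of the intron lay inside aligned blocks with no gap of 20 nt or more in it. Reads of any other form at the intron were counted apart and left out of the shares. Reads crossed 3714 introns in wild-type 30 °C replicate 1, 3288 in replicate 2, 3618 in the 37 °C wild type and 3092 in prp2-1. At least 10 scored reads were found at 304, 139, 145 and 108 introns. With 10 reads the 95% interval of a share is wide, so single introns were compared only at that depth or above. The 3′ end of the read was taken as the position of the polymerase. A read ended downstream if its 3′ end lay more than 100 nt past the annotated end of the gene.

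Libraries were grouped by their titles into wild type at 30 °C (2 libraries), wild type at 37 °C (1) and prp2-1 at 37 °C (1). Shares have Wilson intervals and differences of shares Newcombe intervals, both at 95%. For a count of 0 the limit is 3 counts of the total. The spliced share of each intron was compared between libraries with Fisher's exact test, two-sided, at introns with at least 10 scored reads in both, with Benjamini-Hochberg adjustment over the introns tested and a threshold of 0.05. The comparisons were prp2-1 with the wild type at 37 °C, replicate 2 with replicate 1 at 30 °C, and the 37 °C wild type with replicate 1, which has the same strain label. Common odds ratios are Mantel-Haenszel estimates over introns, intron pairs or genes, with Robins-Breslow-Greenland intervals. Differences between odds ratios of separate sets of reads were tested on the log scale with a normal test, and the 9 such tests were adjusted together. States of adjacent introns were tested with 10000 shuffles of the second intron within each pair (one-sided), and partially spliced reads with 10000 shuffles of each intron over the reads of a gene and set of introns (two-sided). Relations of the spliced share with intron length and place were tested with 100000 resamples (two-sided).

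Groups, definitions, tests, most other settings and the rule for named genes were fixed before the data were examined. The rule named up to 4 introns with the largest fall and up to 2 with the largest rise between prp2-1 and the wild type, among those with at least 20 reads in both libraries and an adjusted p under 0.05. It also named the 3 intron pairs with the most reads at 30 °C, 1 per gene, and the 3 genes with the most all-unspliced reads at 30 °C among those with at least 20 all-unspliced and 20 all-spliced reads. It also named prp2. Names given outside the rule are marked as picked after their values were seen.

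Calls and tests were tested on simulated data. Of simulated reads, 664 of 664 spliced, 650 of 650 unspliced and 686 of 686 other reads were called as made. In a single simulated set with the read counts of the 37 °C comparison of prp2-1 with the wild type, 20 of the 68 introns were changed by 40 percentage points. Fisher's exact test called 4 of those 20 and 0 of the 48 unchanged. For replicate 2 against replicate 1 over 107 introns it called 10 of 20 and 1 of 87 unchanged. For the 37 °C wild type against replicate 1 over 96 introns it called 4 of 20 and 0 of 76 unchanged. A known odds ratio of 20 between adjacent introns came back with a median between 19.8 and 20.6 over 400 draws per library, and the interval held it in 368 to 387 draws. Independent introns were called in 16 to 24 of 400 draws. These draws made each pair by itself, whereas in the data 1 read can cross several pairs. They therefore do not test the intervals or calls under linkage between pairs of a read. For partially spliced reads, independent introns were called in 6 to 8 of 100 draws. Known odds ratios of 0.7 and 4 for downstream ends came back at 0.699 to 0.700 and at 4.00 to 4.05, held by the interval in 375 to 386 of 400 draws.

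The other settings tried were exact splice sites, identical alignments counted once, at least 30 nt on both sides, at least 5 or 20 scored reads, introns of at most 100 nt, and a median over introns. Others were reads ending at or before the gene end, a difference of at least 20 points, the deeper library thinned to the shallower, pairs or sets with at least 10 reads, and genes with exactly 2 introns. For downstream ends they were limits of 50 and 200 nt, genes with no other gene starting within 500 nt on the same strand, of which there are 2190, and reads that reach within 50 nt of the gene end. Each 30 °C replicate was also left out in turn. Settings chosen after seeing the data were to leave out read names that occur more than once in the 37 °C files, to use only the later cells of replicate 1, from the year after 2013, to allow reads to start up to 100 nt upstream of the gene, and to use replicate 2 as the 30 °C library. Sequencing cells were read from the read names and served as technical batches.

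Reads on the mitochondrial chromosome and on extra contigs, reads outside protein-coding genes and gaps on the strand opposite to a gene were left out of the comparisons, because the introns studied are those of nuclear protein-coding genes. Identical alignments made up 35.5% of reads in replicate 1, 17.5% in replicate 2, 12.1% in the 37 °C wild type and 16.1% in prp2-1. They were kept in the main values, since copies and separate molecules with the same ends cannot be told apart. Read names that occur more than once, 5203 reads of the 37 °C wild type and 6775 of prp2-1, were kept as well, since no name had an identical alignment in both files. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.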

Results

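Nascent RNA from nuclei of the fission yeast Schizosaccharomyces pombe was sequenced as single long cDNA reads, so that 1 read can show the 3′ end of a transcript and the state of the introns upstream of it. The 4 libraries fell into 3 groups. Wild-type cells at 30 °C gave 2 libraries, and wild-type cells and cells carrying the prp2-1 allele, each kept at 37 °C for 2 hours, gave 1 library each. prp2 encodes the large subunit of the splicing factor U2AF, and the prp2-1 allele is used as a temperature-sensitive splicing mutant. The groups with 1 library each have no replicate check, and a test on the reads of 2 libraries compares those libraries and not the conditions. The strain labels of the 30 °C replicates differ: replicate 1 is an h- strain with the same label as the 37 °C wild type, and replicate 2 is an h+ strain with a marked wild-type copy of prp5.

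Replicates 1 and 2 at 30 °C held 123756 and 45318 aligned reads. The 37 °C wild type held 32176 reads and prp2-1 held 33746. The median span of an aligned read was 256 nt in replicate 1 and 436 nt in replicate 2, against 890 nt in the 37 °C wild type and 771 nt in prp2-1. Reads assigned to protein-coding genes made up 46.0% of replicate 1, 67.2% of replicate 2, 77.4% of the 37 °C wild type and 71.7% of prp2-1. The gene with the most reads in each library was picked after the values were seen. It was snu32 with 9.88% of replicate 1, SPNCRNA.7137 with 3.86% of replicate 2, adh1 with 1.79% of the 37 °C wild type and snoZ7 with 2.10% of prp2-1. Of the gaps in aligned reads, 91.9%, 87.7%, 93.6% and 93.0% in the same order of libraries matched an annotated intron on the strand of the read.

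Read names placed replicate 1 in 6 sequencing cells run in 2013 and the year after, and replicate 2 in 3 cells run in 2015. Both 37 °C libraries came from the same 6 cells run in 2016. No cell held both a 30 °C and a 37 °C library, or both 30 °C replicates. Within the 30 °C group and between temperatures, library and cell can therefore not be told apart. The 37 °C files shared 3769 read names, with 0 identical alignments between them. The labels do not state how reads of these shared cells were assigned to the libraries, so each value for prp2-1 against the wild type rests on the deposited assignment. Across introns with at least 10 reads in both 30 °C libraries, the Spearman correlation of the spliced share was 0.196 over 107 introns, and that of reads per gene was 0.509 over 2337 genes. In the pair of 37 °C libraries the same correlations were 0.456 over 68 introns and 0.447 over 1381 genes. Introns and genes are not independent replicates.

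The gene named in the mutant's label was covered by few reads. prp2 (SPBC146.07, chromosome II, 1013310 to 1015179, plus strand, 0 introns) had 7 reads in replicate 1, 5 in replicate 2, 7 in the 37 °C wild type and 4 in prp2-1. Aligned blocks carry no bases, so the allele itself could not be read.

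The first question was what share of reads crossing an annotated intron had already lost it. Of 16514 scored crossings in replicate 1, 11110 were spliced, a spliced share of 67.3% (95% Wilson interval 66.6 to 68.0). In replicate 2, 4753 of 9804 were spliced, or 48.5% (47.5 to 49.5). The mean at 30 °C was 57.9% ± 13.3 (SD, n = 2). In the 37 °C wild type 5897 of 11313 crossings were spliced, or 52.1% (51.2 to 53.0). In prp2-1 2716 of 8727 were spliced, or 31.1% (30.2 to 32.1). Crossings that were neither spliced nor unspliced made up 1.33%, 0.860%, 1.01% and 0.502% of calls in the same order. Intervals and limits throughout cover counting error only, since PCR copies of a molecule cannot be told from separate molecules. Intervals over crossings and over intron pairs also take each crossing or pair as independent. A read can cross several introns whose states are linked, so these intervals are likely too narrow. The alternative that moved these shares most was the median over introns with at least 10 reads, at which the 37 °C wild type had 63.6% and prp2-1 36.6%.

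**Figure D1:**
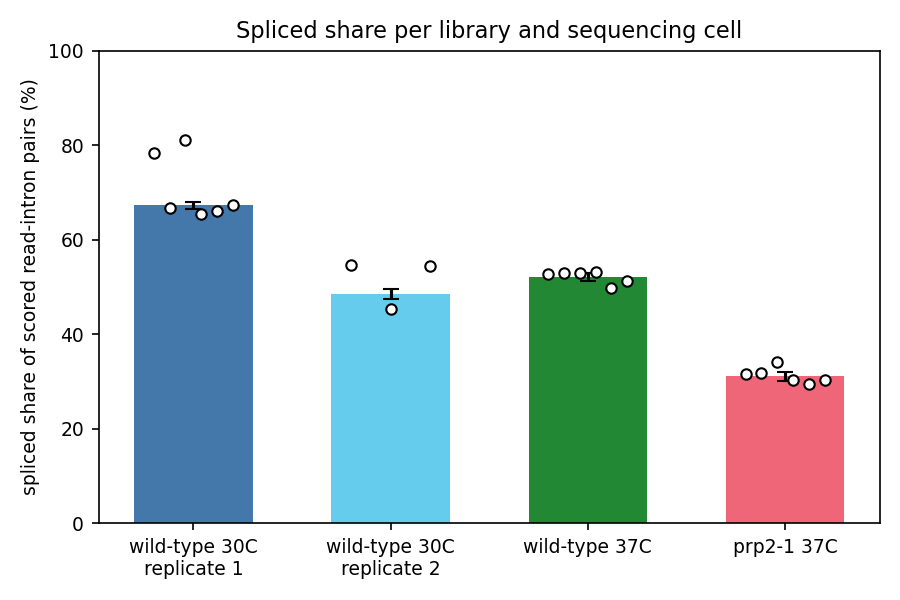
Spliced share of reads that cross an annotated intron (percent) in each library, with 95% Wilson intervals, and in each sequencing cell. prp2-1 had the lowest share at 31.1%, and the 30 °C replicates, at 67.3% and 48.5%, lay on both sides of the 37 °C wild type at 52.1%.

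The comparison of prp2-1 with the wild type at 37 °C asks how far splicing of nascent RNA falls when the mutant is held at the higher temperature. The spliced share in prp2-1 minus that in the wild type was -21.0 percentage points (95% Newcombe interval -22.3 to -19.7). The difference between the 30 °C replicates, measured the same way, was -18.8 points (-20.01 to -17.6). The fall in prp2-1 was thus only slightly larger than the spread between a pair of libraries of 1 group, whose strains and cells differed. Within the 6 shared sequencing cells the share was lower in prp2-1 in 6 of 6, by differences from -23.0 to -18.9 points. Stratified by intron, the odds of a read being spliced in prp2-1 were 0.367 times those in the wild type (95% interval 0.341 to 0.394). Stratified also by the distance of the 3′ end, the odds ratio was 0.356 (0.326 to 0.389). The corresponding ratios of replicate 2 to replicate 1 were 0.460 (0.433 to 0.489) and 0.381 (0.350 to 0.414).

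Fisher's exact test was applied to each of the 68 introns with at least 10 scored reads in both 37 °C libraries, with a median of 15 reads per intron and library. The spliced share was lower in prp2-1 at 55 introns and higher at 12, and the median difference was -15.6 points. With an adjusted p under 0.05 (Benjamini-Hochberg, two-sided) 9 introns were called, all of them lower in prp2-1. The unadjusted p was under 0.05 at 16 introns. Of the 9 calls, 3 were introns of gnd1, which share reads. The number of calls changed with the processing, and was 0 of 45 introns tested, with 11 at an unadjusted p under 0.05, when read names that occur more than once were left out. Between the 30 °C replicates 107 introns were tested and 38 called, of which 36 were lower and 2 higher in replicate 2. Most of the 36 were introns of genes named rps or rpl, which was seen only after the calls. Whether such genes were more frequent among the calls than among the 107 was not tested. Those higher in replicate 2, picked after their values were seen, were intron 1 of elo2 and intron 1 of gnd1.

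Of the 10 introns with at least 20 reads in both 37 °C libraries, 2 were called and both were lower in prp2-1. Intron 2 of the 4 in gnd1 (SPBC660.16, chromosome II, 230451 to 230615, plus strand) lies in coding sequence and is 165 nt long. Its splice sites read CCGGTATGT at the 5′ end and TTTTTGCCAAAG at the 3′ end. It was spliced in 25 of 32 reads of the wild type, or 78.1% (61.2 to 89.0), and in 7 of 21 reads of prp2-1, or 33.3% (17.2 to 54.6), with an adjusted p of 0.0224 in Fisher's exact test. The difference of -44.8 points was smaller than the range over the wild-type libraries, since the spliced share was 28.1% in replicate 1 and 61.5% in replicate 2. Only 5 nt of exon separate this intron from intron 1 (230385 to 230445), which limits how surely an aligner places the gap. The single intron of pss1 (SPAC110.04c, chromosome I, 1920202 to 1920606, minus strand) lies in the 5′ UTR and is 405 nt long. Its splice sites read CACGTAAGT and ACTAACTTTTAG. It was spliced in 34 of 39 reads of the wild type, or 87.2% (73.3 to 94.4), and in 32 of 54 reads of prp2-1, or 59.3% (46.0 to 71.3), with an adjusted p of 0.0423 in Fisher's exact test. The difference was -27.9 points. Its share was 87.2% in replicate 1 and 95% in replicate 2. Both introns stayed lower in prp2-1 under each alternative tried, and both lost the call when introns with at least 5 reads were tested, when reads ending past the gene were left out, and when repeated read names were left out. The pss1 intron also lost it with identical reads counted once and with the deeper library thinned.

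The comparison of the wild type at 37 °C with that at 30 °C asks what the shift in temperature does to splicing in normal cells. Against replicate 1, which has the same strain label, the spliced share at 37 °C differed by -15.2 points (-16.3 to -14.0). Against replicate 2 it differed by 3.65 points (2.29 to 5.00). The direction thus depended on the 30 °C library, and the 37 °C value lay within 1 SD of the 30 °C mean. The odds ratio of being spliced by intron was 0.602 (0.566 to 0.640) against replicate 1 and 1.12 (1.04 to 1.19) against replicate 2. With the distance of the 3′ end as a further stratum these were 0.472 (0.429 to 0.518) and 0.947 (0.863 to 1.04). Fisher's exact test called 4 of 96 introns against replicate 1, with 19 at an unadjusted p under 0.05. These calls were picked out after their values were seen. Intron 1 of rps502, intron 1 of rpl701 and intron 1 of rpl1202 were lower at 37 °C, by differences of -48.2, -41.4 and -26.2 points. Intron 2 of gnd1 was higher by 50 points. Against replicate 2, a comparison added after the data were seen, 2 of 58 introns were called and 6 had an unadjusted p under 0.05. Both calls were higher at 37 °C and neither was among the 4: intron 1 of osh42 by 64.2 points and intron 1 of tif301 by 61.5 points.

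The position of the 3′ end, taken as the position of the polymerase, gives the spliced share by the distance transcribed past the intron. With the 3′ end 10 to 50 nt past the 3′ splice site the share was 58.6% (55.9 to 61.2) in replicate 1 and 38.5% (34.5 to 42.6) in replicate 2. At the same distance it was 43.4% (37.7 to 49.2) in the 37 °C wild type and 27.3% (22.5 to 32.7) in prp2-1. Beyond 200 and up to 400 nt the shares were 70.6%, 44.9%, 45.1% and 26.9% in the same order of libraries. Beyond 800 nt replicate 1 stood at 64.6% (61.9 to 67.2) and replicate 2 at 65.0% (62.2 to 67.6). At that distance the 37 °C wild type stood at 57.2% (55.8 to 58.7) and prp2-1 at 35.9% (34.2 to 37.7). Replicate 1 stood higher, at 70.2% (68.7 to 71.6), beyond 400 and up to 800 nt, so the share did not rise with distance throughout. The 30 °C replicates differed beyond their intervals in the nearest bin and not in the farthest. prp2-1 lay below the 37 °C wild type in every bin.

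**Figure D2:**
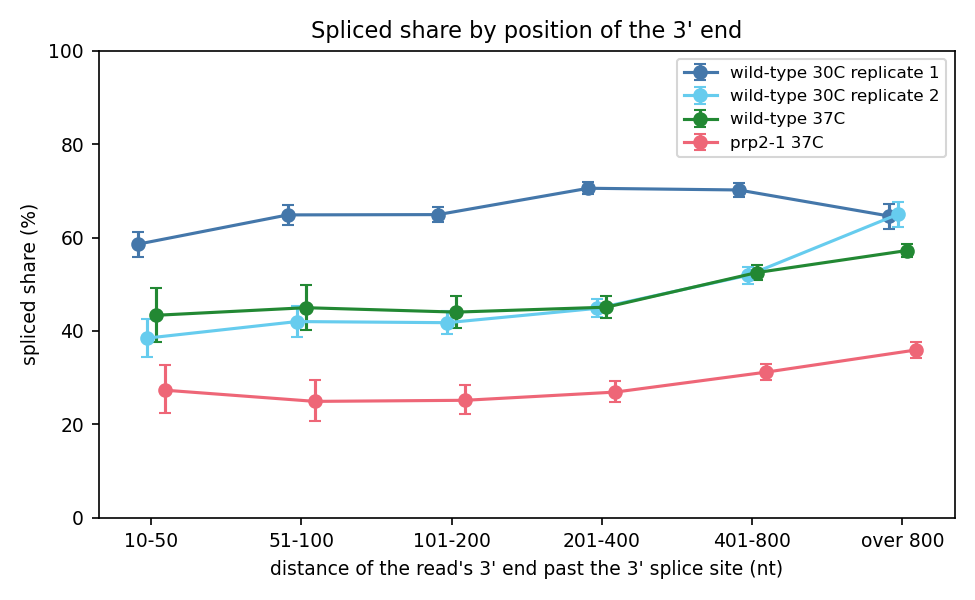
Spliced share (percent, with 95% Wilson intervals) by the distance in nt from the 3′ splice site to the 3′ end of the read, for each library. The share in prp2-1 stayed between 24.9% and 35.9% at all distances, while the 30 °C replicates started at 58.6% and 38.5% and met at 64.6% and 65.0%.

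Reads that cross an adjacent pair of introns show whether neighbouring introns share their state within 1 molecule. The common odds ratio over pairs (Mantel-Haenszel) was 105 in replicate 1 (95% interval 62.0 to 179; 1501 pairs, 4562 crossings) and 59.6 in replicate 2 (36.1 to 98.3; 1324 pairs, 3106 crossings). The mean at 30 °C was 82.5 ± 32.4 (SD, n = 2). In the 37 °C wild type it was 50.3 (34.1 to 74.1; 1711 pairs) and in prp2-1 32.0 (19.5 to 52.8; 1376 pairs). Both introns were in the same state in 86.5% of crossings in replicate 1, against 68.9% after shuffling states within each pair. The observed and shuffled shares were 87.7% and 68.5% in replicate 2, 84.2% and 65.99% in the 37 °C wild type, and 81.3% and 70.9% in prp2-1. The one-sided permutation p was 0.0001 in each library, the smallest that the 10000 shuffles can give. Among the cells that gave a value, the odds ratio ran from 57.8 to 231 in 4 cells of replicate 1 and from 43.5 to 45.2 in 2 cells of replicate 2. It ran from 27.4 to 76.5 in 4 cells of the 37 °C wild type and from 9.01 to 22.4 in 3 cells of prp2-1. A cell without counts on both sides of its ratio gave no value, so a cell with an infinite ratio is left out. The ranges may therefore miss the highest cells. The pooled odds ratios of replicate 2 and of prp2-1 lay above all their listed cells. The ratio of the odds ratio in prp2-1 to that in the 37 °C wild type was 0.638, with an adjusted p of 0.21 over a family of 9 differences. By ratio, the alternative that moved an odds ratio of 1 library most was the restriction to pairs with at least 10 reads, which gave 77.9 in the 37 °C wild type.

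The 3 pairs with the most crossings at 30 °C, chosen whatever their values, were pairs of introns 1 and 2 in coding sequence. In gnd1 the introns were in the same state in 41 of 64 reads of replicate 1, or 64.1% (51.8 to 74.7), and in 8 of 13 reads of replicate 2, or 61.5% (35.5 to 82.3). Intron 2 alone was spliced in 0 reads of each of the 4 libraries. For the 64 reads of replicate 1 that count allows a share of up to 4.69%. In rps13 (SPAC6F6.07c, chromosome I, minus strand, introns at 2746336 to 2746438 and 2746240 to 2746302) the state was shared in 31 of 43 reads of replicate 1, or 72.1% (57.3 to 83.3). In replicate 2 it was shared in 10 of 16, or 62.5% (38.6 to 81.5). In rps27 (SPBC1685.10, chromosome II, plus strand, introns at 517350 to 517387 and 517481 to 517684) it was shared in 33 of 37 reads of replicate 1, or 89.2% (75.3 to 95.7). In replicate 2 it was shared in 15 of 17, or 88.2% (65.7 to 96.7). The p of Fisher's exact test for a link between the states in replicate 1 was 8.06e-05 for gnd1, 0.101 for rps13 and 9.03e-05 for rps27. In replicate 2 the values were 0.234 for rps13 and 0.00365 for rps27. For gnd1 no link could be tested there, since intron 1 was spliced in all 13 reads.

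Reads crossing at least 2 introns were sorted into all spliced, all unspliced and partially spliced. The partially spliced share was 16.3% of 3186 reads in replicate 1 and 15.3% of 2098 reads in replicate 2, a mean of 15.8% ± 0.688 (SD, n = 2). After shuffling each intron over the reads of the same gene and set of introns, the mean was 32.9% ± 0.494. In the 37 °C wild type 20.7% of 2758 reads were partially spliced, against 39.3% after shuffling. In prp2-1 24.0% of 2017 reads were, against 34.3% after shuffling. The two-sided permutation p was 0.0002 in each library, the smallest the shuffles can give. The observed share was below the shuffled one in 4 of the 6 cells of replicate 1. It was below in 3 of 3 cells of replicate 2 and in 6 of 6 cells of each 37 °C library. All introns were spliced in 57.3% of reads in replicate 1, 41.3% in replicate 2, 40.4% in the 37 °C wild type and 17.3% in prp2-1. All were unspliced in 26.4%, 43.4%, 38.9% and 58.7%. Restricting to genes with exactly 2 introns moved the 30 °C mean most, to 11%.

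**Figure D3:**
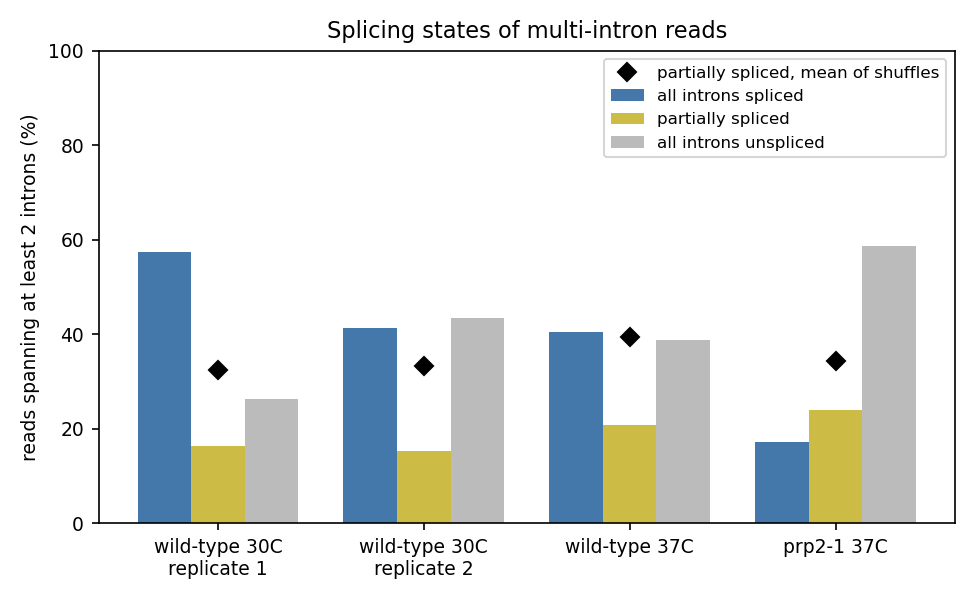
Percent of reads crossing at least 2 introns that were all spliced, partially spliced or all unspliced, for each library. Diamonds mark the mean partially spliced share after shuffling. Each observed share of partially spliced reads was below its shuffled share.

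The next question was whether unspliced transcripts reach further past the end of the gene than spliced ones. In reads that cross every intron of a gene, the common odds ratio over genes of ending more than 100 nt past the annotated gene end, for all-unspliced against all-spliced reads, was 17.1 in replicate 1 (95% interval 10.6 to 27.5). It was 1.95 in replicate 2 (1.40 to 2.69). The mean of 9.52 ± 10.7 (SD, n = 2) therefore rests on replicate 1, without which it is 1.95. The odds ratio was 4.27 in the 37 °C wild type (2.92 to 6.23) and 2.50 in prp2-1 (1.46 to 4.28). Of all-unspliced reads, 11% (9.66 to 12.5) ended that far downstream in replicate 1, 9.68% (8.48 to 11) in replicate 2, 15.2% (13.7 to 16.8) in the 37 °C wild type and 7.39% (6.41 to 8.50) in prp2-1. Of all-spliced reads, 1.08% (0.845 to 1.39) did so in replicate 1, 4.65% (3.85 to 5.62) in replicate 2, 5.04% (4.23 to 6.00) in the 37 °C wild type and 3.92% (2.96 to 5.17) in prp2-1. The odds ratio was above 1 in 4 of 4 cells of replicate 1 that gave a value (18.4 to 112) and in 3 of 3 cells of replicate 2 (1.27 to 2.31). It was above 1 in 6 of 6 cells of the 37 °C wild type (2.21 to 20.7) and in 4 of 5 cells of prp2-1 (0.571 to 10.4). Here too a cell without counts on both sides of its ratio gave no value. The ratio of the odds ratio in prp2-1 to that in the 37 °C wild type was 0.586, with an adjusted p of 0.189 over the family of 9 differences. Apart from leaving out replicate 1, the alternative that moved the 30 °C mean most kept only reads that reach the end of the gene and gave 26.0, with replicate 2 at 1.17 and an interval that included 1. The interval of replicate 2 also included 1 for ends more than 200 nt downstream, at 1.21, and for genes with no other gene within 500 nt, at 1.45. That of prp2-1 also included 1 for ends more than 200 nt downstream, at 1.67, and for genes with no other gene within 500 nt, at 1.94. For reads that reach the end of the gene, prp2-1 gave 4.03 and the 37 °C wild type 3.58. The order of the 37 °C libraries was thus reversed there, and prp2-1 stayed the lower under each other alternative.

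Among the 12 genes with at least 20 reads of each state at 30 °C, the 3 with the most all-unspliced reads each have 1 intron. In rps1802 (SPCC1259.01c, chromosome III, 1032876 to 1033481, minus strand) 4 of 19 unspliced and 0 of 93 spliced reads of replicate 1 ended downstream, where the count of 0 allows up to 3.23%. In replicate 2 the counts were 10 of 33 and 6 of 19, or 30.3% and 31.6%, and the sign of this difference changed under 3 alternatives. In rps2602 (SPAC1805.11c, chromosome I, 2792839 to 2793484, minus strand) 42.9% (24.5 to 63.5) of 21 unspliced and 3.85% (1.51 to 9.47) of 104 spliced reads of replicate 1 did so. In replicate 2 it was 30.8% (16.5 to 49.99) of 26 and 21.2% (10.7 to 37.8) of 33, a difference that changed sign for ends more than 200 nt downstream. In rpl29 (SPBC776.01, chromosome II, 3172313 to 3172696, plus strand) it was 38.1% (20.8 to 59.1) of 21 and 5.13% (2.01 to 12.5) of 78 in replicate 1. In replicate 2 it was 47.4% (27.3 to 68.3) of 19 and 14.3% (4.98 to 34.6) of 21. The p of Fisher's exact test in replicate 1 was 0.000624 for rps1802, 9.26e-06 for rps2602 and 0.000339 for rpl29. In replicate 2 it was 1, 0.549 and 0.0378.

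Among all reads that start in a protein-coding gene, the 3′ end lay in the gene body in 86.3% of replicate 1, 85.1% of replicate 2, 81.6% of the 37 °C wild type and 83.5% of prp2-1. It lay more than 100 nt past the gene end in 5.41% (5.22 to 5.60), 7.0% (6.70 to 7.31), 9.94% (9.55 to 10.3) and 7.65% (7.29 to 8.01) in the same order. The comparison of prp2-1 with the wild type asks whether the mutant changes how often transcription runs past the end of genes, and genes without introns serve as background. The common odds ratio of a downstream end was 0.686 in genes with introns (0.593 to 0.794), where 6.82% of prp2-1 reads and 10.1% of wild-type reads ended downstream. In genes without introns it was 0.744 (0.665 to 0.831), with 8.14% and 9.83%. The ratio of these odds ratios was 0.923, with an adjusted p of 0.442, so a difference between the kinds of gene was not detectable at this depth. By shared cell the odds ratio was under 1 in 6 of 6 cells for genes with introns (0.465 to 0.768) and in 5 of 6 for genes without (0.596 to 1.02). Between the 30 °C replicates the odds ratios were 1.63 (1.46 to 1.83) and 1.13 (1.03 to 1.25). In genes with introns the difference between the 37 °C libraries was thus no larger than that between replicates, and in genes without introns it was larger. Allowing reads to start up to 100 nt upstream of the gene, an alternative chosen after seeing the data, moved the value for genes without introns most, to 0.693.

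**Figure D4:**
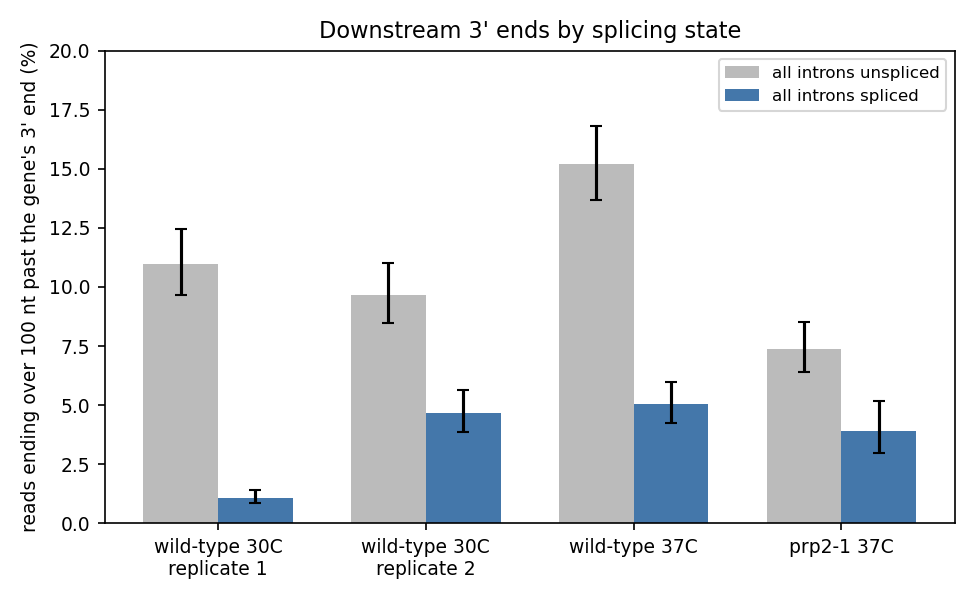
Percent of reads that end more than 100 nt past the gene, for all-unspliced and all-spliced reads of each library (with 95% Wilson intervals). Unspliced reads ended downstream more often in every library, with 11% against 1.08% in replicate 1 and 9.68% against 4.65% in replicate 2.

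A last question was whether the spliced share at 30 °C follows the length and place of the intron. Across the 107 introns with at least 10 reads in both replicates, the Spearman correlation of the mean spliced share with intron length was 0.222 (two-sided permutation p 0.022, adjusted p 0.022 over the 2 relations in this family). It was 0.133 over 139 introns of replicate 2 alone and 0.321 over 304 introns of replicate 1 alone. With at least 20 reads per intron it was 0.559 over 20 introns. In the 10 genes with both a first and a last intron at this depth, the mean spliced share was 58.7% at first and 72.5% at last introns. The difference of -13.7 points (SD 14.7 over genes) had a permutation p of 0.0042 by sign flips, adjusted p 0.0084, and the share was higher at the last intron in 9 of 10 genes. It was -9.37 points over 14 genes of replicate 2 alone and -7.70 points over 44 genes with at least 5 reads per intron. Introns are not independent replicates.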

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

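The tests below on read length of the cells and on processed mRNA for the downstream ends, on mating type and on opposite-strand alignments were chosen only after the result was seen, as were the alternatives with the later cells of replicate 1 and with replicate 2 as the 30 °C library.

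The first pattern was picked out because an effect differed between groups. The odds ratio of ending past the gene, for all-unspliced against all-spliced reads, was 0.250 times as large in the 37 °C wild type as in 30 °C replicate 1 (p 7.76e-06, adjusted p 3.49e-05 over 9 tests). Against replicate 2 it was 2.19 times as large (p 0.00203, adjusted p 0.00609). The difference between the 30 °C replicates was larger than either, since the odds ratio of replicate 2 was 0.114 times that of replicate 1 (p 1.52e-13, adjusted p 1.37e-12). The 37 °C library lies between libraries of 1 group, so the values do not separate an effect of temperature from differences between libraries. Unspliced reads ended downstream at like rates in the replicates, 11% and 9.68%, and the gap lay in spliced reads, at 1.08% and 4.65%.

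Several technical explanations of the gap between the 30 °C replicates were tested by whether their intervals stayed apart. Without the genes with the most reads (7 genes, from the top 5 of either library), the odds ratios were 16.0 and 1.81, and the lower bound of replicate 1 exceeded the upper bound of replicate 2 by 6.74. With identical reads counted once it exceeded it by 7.85. In cells with a median span of 250 to 350 nt in both libraries the odds ratios were 16.4 (10.2 to 26.3) and 2.55 (1.23 to 5.29), and the bounds were apart by 4.91. Without 3′ ends within 50 nt of the annotated gene end they were 14.7 (9.10 to 23.7) and 2.06 (1.46 to 2.93), and the bounds were apart by 6.17. The last test took the place of an earlier one on the share of reads at the gene end, after the value of that one was seen. In that one, 10.1% (9.30 to 10.9) of all-spliced reads ended there in replicate 1 and 7.37% (6.35 to 8.55) in replicate 2, against 4.42% and 6.96% of all-unspliced reads. Spliced reads at the gene end were thus more frequent in replicate 1, as processed mRNA would give, and may be part of the gap. The genes with the most reads, identical reads and read length do not each account for the whole gap, and neither do reads that end at the gene end. Fragments of processed mRNA that end inside the gene were not removed by any of these tests, so processed mRNA is not excluded. The strain, the marked prp5 copy, the year of sequencing and library preparation all differ between the replicates in the same way, so they cannot be told apart. The biological difference that the labels give, the strain, stays open and untested.

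The second pattern came from reads outside the main measurement. The mating-type contig held 4 reads in replicate 2, labelled h+, and 0 reads in replicate 1 and in the 37 °C wild type, both labelled h-. The 0 counts allow up to 0.00242% and 0.00932% of reads. Fisher's exact test of replicate 2 against both h- libraries gave a p of 0.00257. prp2-1, whose mating type is not given, had 0 reads, which allows 0.00889%. The mating type of the strain is a candidate explanation, and the 0 reads in the h- libraries neither exclude it nor test it, since they are part of the pattern. The limit for the 37 °C wild type also lies above the 0.00883% of replicate 2. With 4 reads, mating type and other differences between the libraries cannot be told apart. The sequence of the reads was not at hand, and reads placed on another copy of the same sequence would not be counted.

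The third pattern was a share of mitochondrial reads, again outside the main measurement and above the limit that a count of 0 allows. Mitochondrial reads made up 9.86% of replicate 1, 1.90% of replicate 2, 3.15% of the 37 °C wild type and 5.48% of prp2-1. Over the cells of replicate 1 the share ran from 3.91% to 12.1%, a spread as wide as the gap between the replicates, with the lowest values in the cells of the shortest reads. The lowest cell of replicate 1 still lay 1.71 points above the highest cell of replicate 2, so differences between cells of 1 library do not account for the whole gap. How many mitochondria were carried along with the nuclei was not measured, and no biological explanation was tested.

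The fourth pattern was a set of gaps that matched an annotated intron on the other strand, which the comparisons did not use. They made up 0.0552% of matching gaps in replicate 1 (6 of 10864), 2.26% in replicate 2 (108 of 4774), 0.513% in the 37 °C wild type (30 of 5850) and 0.446% in prp2-1 (12 of 2693). A spliced intron keeps its splice sites on 1 strand, so a wrong strand given to some reads is a candidate explanation. In that case each cell of replicate 2 would exceed the other libraries. The lowest cell of replicate 2 stood at 0.862% (10 of 1160 gaps), above the pooled share of each other library. The next stood at 1.16% (8 of 691) and the highest at 3.08% (90 of 2923). The highest cell thus held 90 of the 108 gaps, and the pooled 2.26% rests mostly on it. A cell of the 37 °C wild type reached 0.938% (11 of 1173) and a cell of prp2-1 1.07% (5 of 469), above that lowest cell. Cell against cell the counts are too few to decide, so the explanation stays open. This reading and that of the mating-type reads replaced firmer ones after the values were seen. No biological explanation was tested.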

How the results depend on the processing

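The alternatives that left out repeated read names, used only the later cells of replicate 1, allowed starts upstream of the gene, or took replicate 2 as the 30 °C library were chosen after seeing the data. No paired analysis was possible because each 37 °C group has 1 library, so no 2 groups share 2 replicate numbers.

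The lower spliced share in prp2-1 held its direction under each alternative, from -27.0 to -20.7 points. It was -27.0 as a median over introns (63.6% in the wild type, 36.6% in prp2-1) and -22.9 for reads ending at or before the gene end (wild type 54.8%). The adjacent-intron odds ratios and partially spliced shares stayed past their thresholds in each library under each alternative. The odds ratios of downstream ends in prp2-1 against the wild type also did, from 0.660 to 0.701 in genes with introns and from 0.693 to 0.772 in genes without.

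Counts of called introns moved by more than 1.5 times under several alternatives. For prp2-1 against the wild type the 9 calls became 5 with at least 5 reads (291 tested, 1 shared with the 9), 4 with at least 20 reads (10 tested, 2 shared), 1 for introns of at most 100 nt (34 tested, 1 shared), 2 for reads ending at or before the gene end (60 tested, 2 shared), 5 with the deeper library thinned (47 tested, 4 shared) and 0 without repeated read names (45 tested, 11 at an unadjusted p under 0.05). The number of introns tested differs in each case. Intron 1 of nda3, picked after the values were seen, was among the calls for short introns, for ends at or before the gene end, for the thinned library and with at least 5 reads. For the 30 °C replicates the 38 calls became 15 with at least 20 reads (20 tested, 13 shared) and 19 for introns of at most 100 nt (62 tested, 19 shared). For the 37 °C wild type against 30 °C the 4 calls became 0 for introns of at most 100 nt (59 tested, 7 at an unadjusted p under 0.05) and 2 with replicate 2 as the 30 °C library (58 tested, 0 shared). Depth limits these counts. On simulated data with changes of 40 points, 4 of 20 changed introns were called at the depth of prp2-1 against the wild type, 10 of 20 at that of the 30 °C replicates and 4 of 20 at that of the 37 °C wild type against replicate 1.

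The odds ratio of downstream ends by splicing state fell short of its threshold in places. The 30 °C mean was 4.78 for ends more than 200 nt past the gene, 9.94 for genes with no other gene within 500 nt and 26.0 for reads that reach the gene end. In each case the interval of replicate 2 (1.21, 1.45 and 1.17) included 1. prp2-1 gave 1.67 and 1.94 under the first and second of these. Under the third it rose from 2.50 to 4.03, above the 37 °C wild type at 3.58. The cause was not tested. Among named genes in replicate 2, rps1802 changed sign to 3.47 points with identical reads counted once, 2.55 for ends more than 50 nt past the gene and 2.50 for reads that reach the gene end. rps2602 changed sign to -3.03 points for ends more than 200 nt past it, and moved from 9.56 to 32.6 points for ends more than 50 nt past it. In replicate 1, rpl29 moved from 32.97 to 11.2 points with the later cells only and to 13.9 for ends more than 200 nt past the gene. There rps1802 moved from 21.1 to 66.7 points for reads that reach the gene end. It was 10.5 points for ends more than 200 nt past the gene and 14.3 with the later cells only. In replicate 2, rpl29 was 17.3 points for ends more than 200 nt past the gene, against a main value of 33.1. The cause was not tested.

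Leaving out each 30 °C replicate in turn gave spliced shares from 48.5% to 67.3%, adjacent-intron odds ratios from 59.6 to 105, partially spliced shares from 15.3% to 16.3%, and downstream odds ratios from 1.95 to 17.1. The correlation with intron length ran from 0.133 to 0.321, and the first-minus-last difference from -15.4 to -9.37 points. Each of 2 libraries always lies within 1 SD of their mean, so the ranges of means say nothing about stability, and the correlation and the first-minus-last difference were not tested in 1 library. The downstream odds ratio rests on replicate 1: its 30 °C mean of 9.52 is 1.95 without it. The first-minus-last difference could not be had with at least 20 reads, since fewer than 6 genes were left.

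Apart from leaving out a replicate, among results that answer a comparison 129 values under an alternative kept their direction and side of the threshold or stayed within their spread, 15 moved and 5 were weaker. Among single libraries of the 30 °C pair, genes and introns, 130 did so, 11 moved, 11 were weaker and 4 reversed.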

Other observations

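The tests on position and choice of genes and on sequencing cells for prp2-1, and those on position, read length and processed mRNA for the 30 °C replicates, were chosen only after the result was seen, as was the alternative without repeated read names.

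Unspliced reads were checked for genomic DNA. At 1222 introns with no annotated gene on the opposite strand within 200 nt, unspliced reads on the opposite strand numbered from 5.14% to 7.09% of those on the gene's strand. DNA would give about as many on both strands, so it does not account for the unspliced reads.

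The lower spliced share in prp2-1 was weighed against technical explanations. Within strata of intron and 3′ end distance the odds ratio of being spliced was 0.356, so the position of 3′ ends and the choice of genes do not account for it. Without read names that occur more than once the difference was -21.2 points. The smallest fall over the 6 shared cells was -18.9 points. A candidate explanation is the loss of prp2 function named in the label, as a hypothesis from 1 library per group. The 30 °C replicates differ by nearly as much, so a difference between library preparations of that size stays open.

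The gap in spliced share between the 30 °C replicates was tested in the same way. Within strata of intron and 3′ end distance the odds ratio of replicate 2 to replicate 1 was 0.381. In cells of 250 to 350 nt median span the shares were 66.4% over 4 cells and 54.5% over 2 cells, a difference of -11.9 points that is smaller than over all cells and beyond both intervals. Read length thus does not account for all of it. Without 3′ ends at the annotated gene end, where processed mRNA would end, the odds ratio by intron was 0.478 (0.449 to 0.509). Reads from fragments of processed mRNA that end inside the gene stay in this test. It thus speaks only to messages with an intact end and cannot exclude processed mRNA. The strain and preparation of the libraries stay open and untested.

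The shared state of adjacent introns held in each test of a technical source. Within bins of 100 nt of the 3′ end the lowest odds ratio of the 4 libraries was 43.4. With 1 read per pair and 3′ end position it was 31.8. A mixture of reads that are never spliced with reads whose introns are spliced independently would give an odds ratio near 1 in reads with another spliced intron. In such reads it was 15.0 over the 4 libraries (9.30 to 24.3). Finished messages beside independently spliced reads would give an odds ratio near 1 in reads with another unspliced intron, which finished messages lack. In such reads it was 32.3 (18.96 to 55.1). Neither pool by itself accounts for the pattern. Both pools together beside independently spliced reads were not excluded, since each test leaves the other pool in place. A difference between molecules of 1 gene that acts on all their introns, such as a coupling of splicing events, stays a hypothesis that may hold beside this.

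In partially spliced adjacent pairs, removal in the order of transcription would leave the upstream intron as the spliced one in more than 50% of reads. The lowest library had 47.1% (43.2 to 51.1), which was prp2-1. Replicate 1 had 49.7% (45.7 to 53.6) and the 37 °C wild type 51.2% (47.5 to 54.8). Replicate 2, at 57.5% (52.5 to 62.3), was the only library whose interval lay above 50%. A fixed order of removal over all genes is not borne out by these values. This outcome was first read as open and was changed, after the values were seen, to what the test had set out.

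Many reads ended at the last base of the exon before an intron, where free upstream exons from the first step of splicing would end. The count there was 40.8 times the mean of the flanking positions in replicate 1 (874 reads), 58.5 times in replicate 2 (504), 23.1 times in the 37 °C wild type (123) and 15.5 times in prp2-1 (81). At the last base of the intron the ratio was 0.98, 1.22, 0.994 and 1.03. If these are splicing intermediates, they could be fewer in prp2-1, and the ratio of prp2-1 to the wild type was 0.673 (0.476 to 0.950). The 30 °C libraries differ in the same measure, so with 1 library per group a fall in prp2-1 and a difference between libraries cannot be told apart. Short read ends past the intron that were left unaligned would also end at that base. The reads missing in the first 10 nt past the intron came to at most 15.8% of the excess in any library, so this does not account for most of it.

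Downstream ends were fewer in prp2-1 than in the 37 °C wild type, and its reads were shorter. In reads that start at most 500 nt upstream of the gene end, where length limits less, the odds ratio was 0.759 (0.503 to 1.15), against 0.638 (0.574 to 0.709) in reads that start further upstream. The first interval holds both 1 and the second value, so with these few reads an effect of read length cannot be told apart from an effect of the strain. The values were first read as in favour of read length, and that was changed after they were seen.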
